# Antigen-specific memory and naïve CD4^+^ T cells following secondary *Chlamydia trachomatis* infection

**DOI:** 10.1371/journal.pone.0240670

**Published:** 2020-10-22

**Authors:** Jennifer D. Helble, Alexander O. Mann, Michael N. Starnbach

## Abstract

Memory antigen-specific CD4^+^ T cells against *Chlamydia trachomatis* are necessary for protection against secondary genital tract infection. While it is known that naïve antigen-specific CD4^+^ T cells can traffic to the genital tract in an antigen-specific manner, these T cells are not protective during primary infection. Here, we sought to compare the differences between memory and naïve antigen-specific CD4^+^ T cells in the same mouse following secondary infection using transgenic CD4^+^ T cells (NR1 T cells). Using RNA sequencing, we found that there were subtle but distinct differences between these two T cell populations. Naïve NR1 T cells significantly upregulated cell cycle genes and were more proliferative than memory NR1 T cells in the draining lymph node. In contrast, memory NR1 T cells were more activated than naïve NR1 T cells and were enriched in the genital tract. Together, our data provide insight into the differences between memory and naïve antigen-specific CD4^+^ T cells during *C*. *trachomatis* infection.

## Introduction

During primary infection, professional antigen presenting cells process microbial antigens and present the resulting peptides in the context of MHC II. Circulating naïve CD4^+^ T cells with T cell receptor (TCR) specificity for these peptide: MHC II complexes bind, become activated, proliferate, and if necessary home to peripheral tissues to secrete cytokines and assist in pathogen clearance [1–5]. Such CD4^+^ T cells are critical components of the immune response against the bacterium *Chlamydia trachomatis*, the leading bacterial sexually transmitted infection in the United States [6–8]. During *C*. *trachomatis* infection in mice, CD4^+^ T cells are polarized as Th1-like and secrete high levels of the cytokine interferon-γ (IFNγ) [9, 10]. Following pathogen clearance in mice, antigen-specific CD4^+^ T cells can form a stable memory population that are reactivated during secondary infection [2, 6, 11]. While CD4^+^ T cell polarization and formation of a memory population is less clear during human *C*. *trachomatis* infection, there is evidence to suggest that both Th1 and Th2 populations are present and may protect against subsequent infections [12–16].

We have been able to study antigen-specific CD4^+^ T cells through the use of TCR transgenic cells specific for the *C*. *trachomatis* protein Cta1 (*Chlamydia* T cell antigen 1), denoted NR1 T cells [17]. The ability of antigen-specific CD4^+^ T cells to clear *C*. *trachomatis* infection is directly dependent on T cell trafficking to the genital tract, as mice that receive NR1 T cells that are defective in their ability to traffic to the genital tract exhibit higher bacterial burden than mice that receive functional NR1 T cells [18, 19]. Using these reagents, we have previously uncovered aspects of the antigen-specific CD4^+^ T cell response that generate protective immunity during primary infection, including chemokine receptors required for T cell homing to the tissue and host sensing of IFNγ [6, 9, 20].

Furthermore, it has been well established that memory antigen-specific CD4^+^ T cells are able to clear *C*. *trachomatis* infection during secondary infection [6, 9]. However, the possible contribution of naïve antigen-specific CD4^+^ T cells during the secondary response has not been evaluated. It is possible that naïve antigen-specific CD4^+^ T cells play a previously unappreciated role in responding to *C*. *trachomatis* following secondary infection. Our goal was to take advantage of antigen-specific NR1 CD4^+^ T cells against *C*. *trachomatis* to tease apart differences between naïve and memory NR1 cells during secondary infection. Understanding the differences between these two populations will help with designing T cell-based vaccines by knowing whether to target a memory T cell population, or both naïve and memory T cell populations. Using RNA sequencing and flow cytometry, we find that memory NR1 T cells are enriched in the genital tract following secondary infection, but that lymph node naïve NR1 T cells are more proliferative. Our data help define differences between these two populations of antigen-specific CD4^+^ T cells in the context of *C*. *trachomatis* infection.

## Results

### RNA sequencing of memory and naïve NR1 T cells shows increased proliferation of naïve NR1 T cells

Phenotypic differences in memory versus naïve antigen-specific CD4^+^ T cells in response to *C*. *trachomatis* infection have never been simultaneously examined in one animal. To study this, we developed a cell transfer-based approach to identify differences between memory and naïve CD4^+^ T cells specific for *C*. *trachomatis* following secondary infection. Naïve B6 mice (CD90.2^+/+^) received CD90.1^+/-^ NR1 T cells one day prior to transcervical infection with *C*. *trachomatis*. Infected mice were allowed to rest for four weeks, allowing the CD90.1^+/-^ NR1 T cells to clear the infection and establish a memory population. These mice then received CD90.1^+/+^ T cells and were reinfected with *C*. *trachomatis* one day later. Five days post-secondary infection, mice were sacrificed and draining iliac lymph nodes harvested and processed for flow cytometry. 

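Gene counts were analysed for 6 RNA-seq libraries of NR1 T cells from draining iliac lymph nodes, 3 of memory cells and 3 of naïve cells, taken 5 days after the secondary infection. NR1 T cells carry a transgenic T cell receptor specific for the *C. trachomatis* antigen Cta1, so cells of both populations recognize the same peptide. They differed in when they were transferred, before the primary infection for memory cells and before the secondary infection for naïve cells. The copy number of the congenic marker CD90.1, heterozygous in memory and homozygous in naïve cells, told them apart in the same animal. Each library was made from at most 1000 sorted cells pooled from the lymph nodes of 6 mice. The replicates are called biological in the paper's sequencing methods and technical in its figure legends. Each library was treated here as a separate, unpaired sample, although the same mice held both populations.

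Libraries were prepared with Smart-Seq2, which copies the RNA of few cells into full-length cDNA and amplifies it by PCR. Reads carried no molecular identifiers, so copies of a single molecule were counted separately and the limits given for counts of 0 cover counting error only. The authors quantified transcripts with Cuffquant. The values analysed here are whole-number counts per gene symbol, without normalization. They come with no gene positions, and the paper's text names neither the genome build nor the annotation, so genes are identified by symbol alone. Total counts ranged from 2777407 to 4291550 in memory libraries (median 2960481) and from 1889563 to 3911077 in naïve libraries (median 2979912). At these totals a count of 0 allows up to 0.699 to 1.59 CPM (counts scaled to a common library total), taking 3 counts as the limit.

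Of 52997 gene symbols, 34013 had a count above 0 in any library and 10875 had enough counts to be tested. Counts were normalized for library size by edgeR's TMM method. Across genes, which are not independent replicates, the correlation of log2 CPM was 0.933 to 0.963 between libraries of the same population and 0.928 to 0.949 between a memory and a naïve library. The first principal component held 31.2% of the variance and placed all 3 memory libraries apart from all 3 naïve libraries. The second held 25.9% and set naïve replicate 1 (37.0) apart from naïve replicates 2 (−28.7) and 3 (−20.9), with the memory libraries between −4.33 and 16.1.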

Equivalent numbers of memory (CD90.1^+/-^) and naïve (CD90.1^+/+^) NR1 T cells were double sorted and subjected to RNA sequencing (RNA-seq) to analyze the transcriptomes of these two different populations. 

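Memory and naïve NR1 T cells were compared gene by gene with edgeR's quasi-likelihood test, with fold changes given as memory over naïve and p-values adjusted by the Benjamini-Hochberg method over the 10875 genes tested. At least 2-fold separated the populations at 545 genes, of which 230 were higher in memory and 315 higher in naïve cells. That balance rested on single libraries, since it was 384 against 390 without naïve replicate 1 and 376 against 359 without naïve replicate 2. This count takes no account of replicate error. With an unadjusted p under 0.05 as well, 408 of them were left (169 higher in memory, 239 in naïve), and with an adjusted p under 0.05, 110. The count of genes at least 2-fold apart moved most when no gene was filtered for low counts, to 15942. It was 312 when CPM were averaged within each population before the ratio was taken, over genes with a mean of at least 10 CPM in either population.

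Whatever their fold change, 204 genes passed an adjusted p of 0.05, 74 of them higher in memory and 130 higher in naïve cells. At 203 of these the 3 memory values all lay on one side of the 3 naïve values. Of all tested genes 18.8% were separated in this way, where chance alone gives 10%. The median absolute log2 fold change of the 204 genes was 1.07, with a range of 0.45 to 5.38. Leaving out single libraries changed their number, from 68 without memory replicate 1 to 297 without naïve replicate 1.

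The genes described next are the 5 with the smallest p in each direction among those at least 2-fold apart and fully separated between the populations. Higher in memory cells were *Izumo1r* (log2 fold change 1.48), *Ckb* (1.60), *Ctla2a* (1.21), *Rgs1* (1.43) and *Abcb9* (1.15). *Izumo1r* had 603 ± 48.4 CPM (SD, n = 3 libraries) in memory and 217 ± 62.1 CPM (SD, n = 3) in naïve cells, with an adjusted p of 4.7e-04. The paralog of *Ctla2a*, *Ctla2b*, had a mean of 2.54 CPM in memory and 2.78 CPM in naïve cells. Higher in naïve cells were *Lgals3* (log2 fold change −2.42), *Gm45552* (−1.36), *Ccr2* (−1.10), *1500009L16Rik* (−2.19) and *Gm33858* (−5.38). *Lgals3*, which encodes galectin-3, had 74.1 ± 16.9 CPM (SD, n = 3) in memory and 397 ± 132 CPM (SD, n = 3) in naïve cells, with an adjusted p of 9.5e-05. The fold change of *Gm33858* rests on 5 counts in all memory libraries together against 204 in all naïve libraries. That gene overlaps *Cx3cr1* on the other strand in the GRCm38.p6 annotation used here for neighbours. Its counts may include *Cx3cr1* reads, since it is not stated whether counting used the strand. All 10 genes kept their direction and an adjusted p under 0.05 under each normalization, filter, tool and omission of a library that was tried. Whether other cells in the sort contributed to these 10 genes was not tested.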

We found subtle but distinct differences in the two populations, and identified ~350 genes that were twofold or more differentially expressed (Fig 1A). 

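Cell cycle genes were examined as lists, since single genes of small change can shift together. A published pair of lists, 43 genes of S phase and 54 genes of the G2 and M phases, was chosen before the data were examined. The Hallmark sets were not used here. Every gene of both lists was expressed highly enough to be tested. In the G2/M list 51 genes were higher in naïve and 3 higher in memory cells, with a mean log2 fold change of −0.64 and a median of −0.60. The competitive test camera, with its preset correlation of 0.01 between genes, gave an adjusted p of 4.2e-12 over the 6 lists tested in this study's comparisons. A chi-square test over genes of the side on which they fell, the form of test the paper used, gave p = 8.9e-11, but genes that change together are not independent. Of the 54 genes, 4 passed an adjusted p of 0.05 over all genes tested (*Ccnb2*, *Hmgb2*, *Ckap2* and *Kif2c*, all higher in naïve cells) and 17 when adjusted over the list alone.

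The S phase list shifted less, with 33 genes higher in naïve and 10 in memory cells and a mean log2 fold change of −0.17 (camera, adjusted p = 0.0378). In edgeR's test 0 of its genes passed an adjusted p of 0.05, over all genes tested or adjusted over the list alone, and 3 had an unadjusted p under 0.05. DESeq2 and limma-voom also gave 0 over all genes. Its direction rested on naïve replicate 2, without which the mean was 0.09, and its p on memory replicate 1, without which the adjusted p was 0.851 (range over all alternatives 0.00124 to 0.851).

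Averaged over the genes of the G2/M list, log2 CPM was 5.35 ± 0.29 (SD, n = 3) in memory and 5.86 ± 0.65 (SD, n = 3) in naïve libraries. Naïve replicate 2 stood highest at 6.53, while naïve replicate 1, at 5.22, lay within the range of the memory libraries (5.10 to 5.67). With each library as a single value, taken as unpaired, the populations were not distinguishable (exact two-sided permutation test, p = 0.3, where 0.1 is the smallest p that 3 libraries against 3 allow). Paired by replicate number, a pairing the paper does not state, the naïve library was higher in 3 of 3 pairs. The smallest two-sided exact p that 3 pairs allow is 0.25. The shift was smallest without naïve replicate 2, a mean log2 fold change of −0.22. Tests that take the correlation between genes from the data gave larger p-values. The adjusted p of the G2/M list was 0.309 under camera with an estimated correlation and 0.342 under the rotation test fry. Of the 6 lists, none passed 0.05 with the estimated correlation, and under fry the list of regulatory T cell genes alone did (0.0487).

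**Figure D1:**
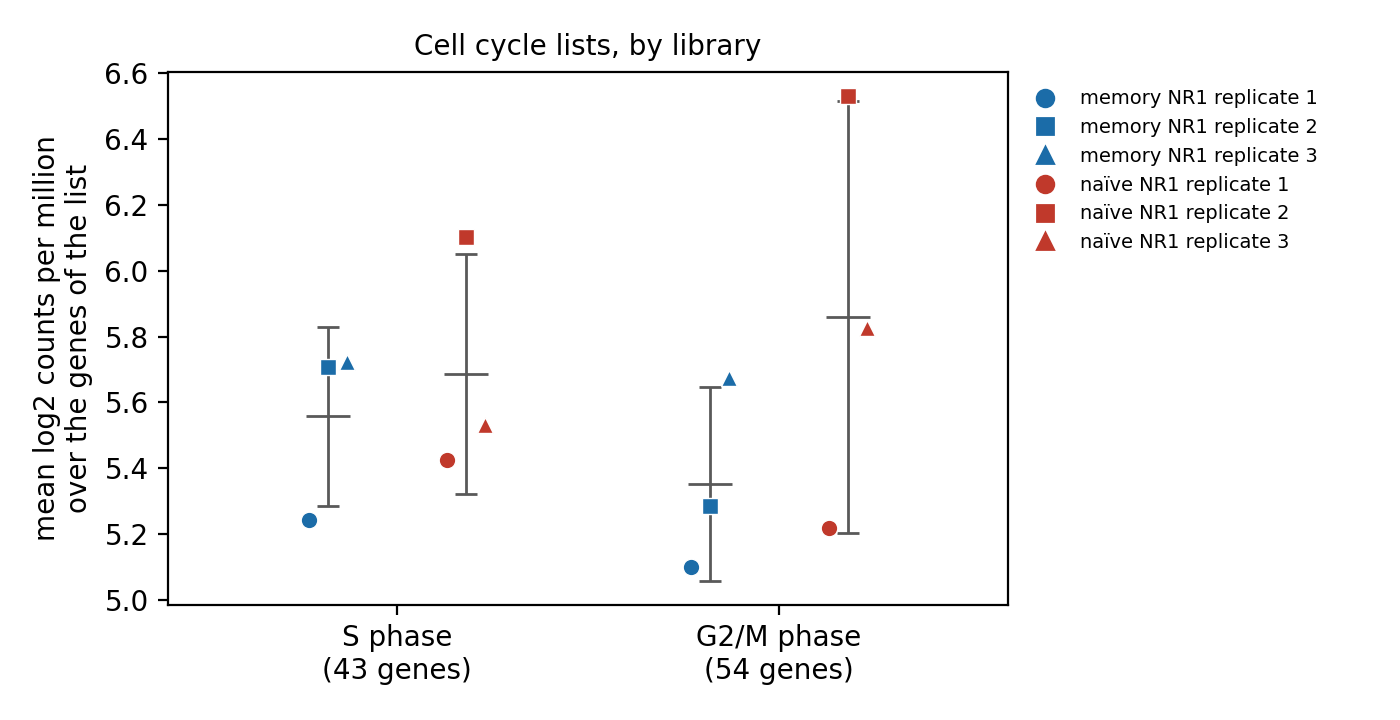
Mean log2 CPM over the genes of the S phase list (43 genes) and the G2/M list (54 genes) in each library. Points are libraries, with the marker giving the replicate and the color the population, and bars give the mean ± SD of 3 libraries. In the G2/M list naïve replicate 2 stands at 6.53 and naïve replicate 1 at 5.22, among the memory libraries.

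In mouse Reactome sets, tested the same way beside the lists, 32 of 584 sets passed an adjusted p of 0.05, 13 higher in naïve and 19 higher in memory cells. Sets named for the cell cycle numbered 55, of which 6 passed, all higher in naïve cells. Among them were Mitotic Prometaphase (98 genes, mean log2 fold change −0.31, adjusted p = 5.5e-04) and Resolution of Sister Chromatid Cohesion (90 genes, −0.31, adjusted p = 7.5e-04). The broader set Cell Cycle, Mitotic (372 genes, −0.14) did not pass, with an adjusted p of 0.0707. Under fry 0 of the 584 sets passed, and 79 had an unadjusted p under 0.05.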

Gene-set enrichment analysis (GSEA) revealed upregulation of cell cycle genes in naïve NR1 T cells. 

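Proliferation genes were then taken one by one. *Cdc25b*, a phosphatase that activates cyclin-dependent kinases, had 159 ± 27.8 CPM (SD, n = 3 libraries) in memory and 415 ± 93.9 CPM (SD, n = 3) in naïve cells. Its log2 fold change, memory over naïve, was −1.39 (standard error 0.17, adjusted p = 5.6e-04 from edgeR's test). *Ccnb2*, which encodes cyclin B2, had 83.0 ± 13.7 CPM (SD, n = 3) in memory and 202 ± 97.0 CPM (SD, n = 3) in naïve cells, a log2 fold change of −1.29 (standard error 0.25, adjusted p = 0.0172). *Hmgb2*, a chromatin protein, had 136 ± 28.5 CPM (SD, n = 3) in memory and 282 ± 101 CPM (SD, n = 3) in naïve cells, a log2 fold change of −1.05 (standard error 0.21, adjusted p = 0.0199). *Mad2l1*, a gene of the spindle checkpoint, had 56.8 ± 4.57 CPM (SD, n = 3) in memory and 90.9 ± 21.9 CPM (SD, n = 3) in naïve cells. Its log2 fold change of −0.69 (standard error 0.19) had an adjusted p of 0.0917, so it did not pass 0.05 over all genes tested.

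At each of these 4 genes, every naïve library was above every memory library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Over all genes 3 of the 4 passed, and all 4 did when adjusted over the list alone, where *Mad2l1* had an adjusted p of 0.00252. Since the study chose the 4 genes on these same libraries, the second count is not independent evidence. *Mki67*, which encodes the proliferation marker Ki67, had a log2 fold change of −0.79 (standard error 0.32, adjusted p = 0.290), and naïve replicate 1 (65.2 CPM) lay within the memory range of 52.4 to 93.8 CPM.

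Naïve replicate 2 held the highest value at all 5 genes. Without it the log2 fold change was −1.19 for *Cdc25b*, −0.81 for *Ccnb2*, −0.71 for *Hmgb2*, −0.46 for *Mad2l1* and −0.19 for *Mki67*. *Cdc25b* passed an adjusted p of 0.05 whichever library was left out. *Ccnb2* no longer passed without memory replicate 1 (adjusted p = 0.115), 2 (0.0861) or 3 (0.0524). *Hmgb2* no longer passed without memory replicate 1 (adjusted p = 0.128), memory replicate 2 (0.102) or naïve replicate 2 (0.0764). *Mad2l1* passed without naïve replicate 1 (adjusted p = 0.0386), in DESeq2 (0.0386) and with no filter on low counts (0.0401). *Mki67* passed without naïve replicate 1 (adjusted p = 0.0317) and with no filter (0.00113). Over all alternatives the adjusted p ran from 1.3e-12 to 0.115 for *Ccnb2*, 1.3e-09 to 0.128 for *Hmgb2*, 0.0386 to 0.344 for *Mad2l1* and 0.00113 to 0.845 for *Mki67*. The lowest values of *Ccnb2*, *Hmgb2* and *Mki67* came with no filter, where *Mki67* passed although its libraries overlapped.

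**Figure D2:**
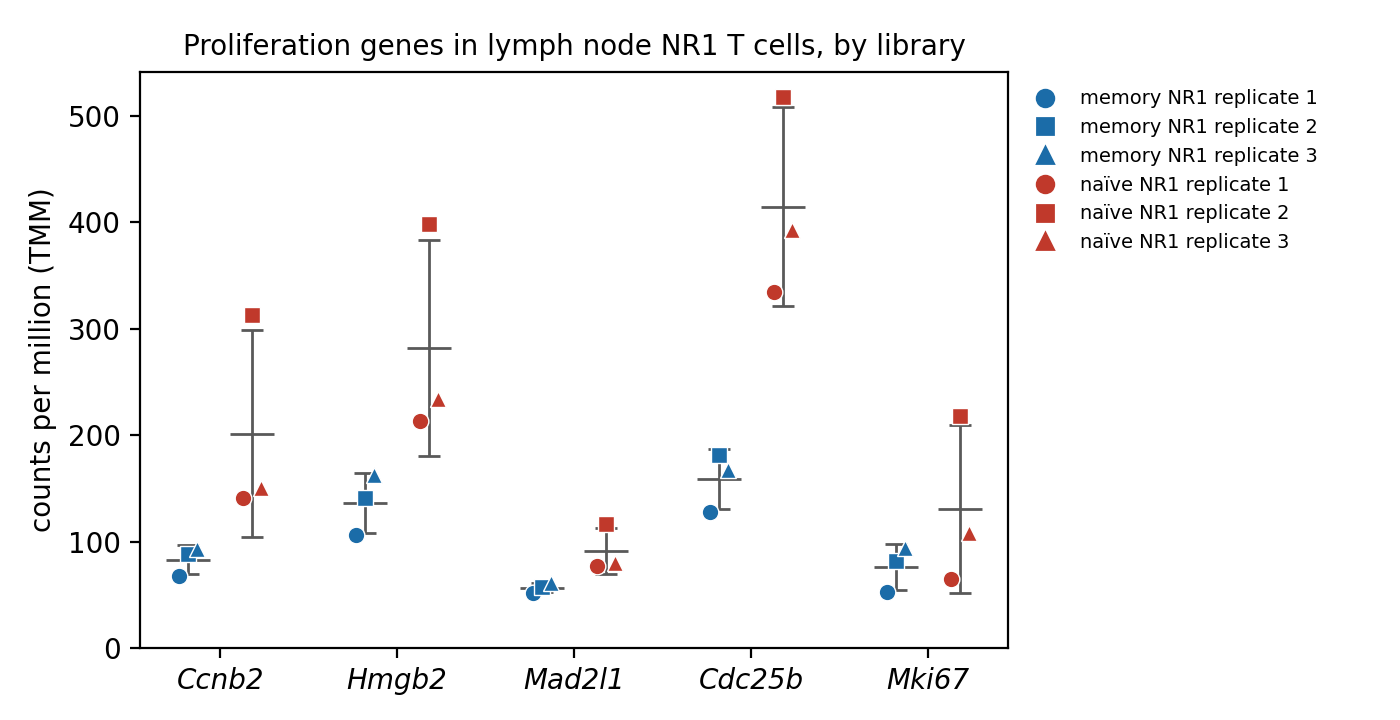
CPM, normalized by TMM, of *Ccnb2*, *Hmgb2*, *Mad2l1*, *Cdc25b* and *Mki67* in each library. Points are libraries, with the marker giving the replicate and the color the population, and bars give the mean ± SD of 3 libraries. The highest value of each gene, such as 518 CPM for *Cdc25b*, is in naïve replicate 2.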

We found naïve NR1 T cells had significantly upregulated proliferation transcripts (including *Ccnb2*, *Hmgb2*, *Mad2l1*, *Cdc25b*) compared to memory NR1 T cells (Fig 1B). Naïve NR1 T cells also expressed slightly more genes associated with Th1 cells relative to memory NR1 T cells (Fig 2A), but there was no difference in transcripts associated with Th2, Th17 or Treg phenotypes (Fig 2B–2D). 

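The published signatures behind these volcano plots were not used here. In their place stood short lists of marker genes for each helper T cell subset, written before the data were examined, of which the genes with enough counts were tested. In the Th1 list, 21 of 25 genes were tested, with 17 higher in naïve and 4 higher in memory cells and a mean log2 fold change of −0.58 (camera, adjusted p = 6.7e-08 over 6 lists). Of these genes 6 passed an adjusted p of 0.05 over all genes and 10 when adjusted over the list alone (8 higher in naïve, 2 in memory cells). The 6 were *Nkg7*, *Ccl5*, *Gzmb*, *Il18rap* and *Cxcr6*, higher in naïve cells, and *Tnf*, higher in memory cells. Naïve libraries were also higher in lists of other cell types. Mean log2 fold changes were −1.15 for B cells, −1.30 for macrophages or dendritic cells and −0.93 for CD8 T or NK cells. Other cells in the sort are therefore not excluded as a source of part of the Th1 shift. Genes of the lists are named here after their values were seen, apart from the subset regulators. *Ccl5*, a chemokine, had 137 ± 33.2 CPM (SD, n = 3 libraries) in memory and 448 ± 156 CPM (SD, n = 3) in naïve cells, a log2 fold change of −1.70 (standard error 0.22, adjusted p = 8.3e-04 from edgeR). The Th1 regulator *Tbx21*, with a log2 fold change of −1.12 (standard error 0.42, adjusted p = 0.235), and *Ifng*, with −1.14 (standard error 0.52, adjusted p = 0.358), did not pass. *Tbx21* passed without naïve replicate 1 (adjusted p = 0.00381), with the replicate number as a block (0.00544) and with no filter on low counts (6.7e-08). Over all alternatives its adjusted p was at most 0.627. Naïve replicate 1, at 40.3 CPM of *Tbx21*, lay within the memory range of 34.1 to 85.8 CPM. The small p with no filter is thus not backed by a separation of the libraries.

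The Th2 list was not distinguishable between the populations. Its 10 tested genes of 20 had a mean log2 fold change of −0.03, a median of 0.13 and a test direction toward memory, so these differ in sign (camera, adjusted p = 0.834). *Ccr4* alone passed over all genes and when adjusted over the list alone (log2 fold change 0.96, adjusted p = 0.0272), and *Gata3* did not (−0.33, adjusted p = 0.351). In the Th17 list, 9 of 12 tested genes, of 19 in the list, were higher in memory cells, with a mean log2 fold change of 0.48 (camera, adjusted p = 8.97e-04). Its members went both ways. *Ccr6* (1.69) and *Tmem176a* (0.89) passed over all genes as higher in memory cells, and *Rora* (−0.62) and *Ltb4r1* (−1.12) as higher in naïve cells, while 8 genes passed when adjusted over the list alone, 6 higher in memory and 2 in naïve cells. Without naïve replicate 1 the adjusted p of the Th17 list was 0.105 (range over all alternatives 6.9e-05 to 0.229).

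The Treg list had 23 of 25 genes tested, 13 higher in memory and 10 higher in naïve cells, with a mean log2 fold change of 0.16 and a median of 0.08 (camera, adjusted p = 0.00725). Higher in memory cells over all genes were 5 of them, *Izumo1r*, *Gpr83*, *Tnfrsf4*, *Ctla4* and *Icos*. Adjusted over the list alone 10 passed, 6 higher in memory and 4 higher in naïve cells (*Klrg1*, *Swap70*, *Tigit* and *Nrp1*). *Tnfrsf4* and *Icos* also stand in lists of T cell receptor activation and of follicular helper T cells. *Foxp3* had 42.7 ± 15.7 CPM (SD, n = 3) in memory and 33.6 ± 7.21 CPM (SD, n = 3) in naïve cells, a difference within the spread of the libraries (log2 fold change 0.33, standard error 0.27, adjusted p = 0.683).

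**Figure D3:**
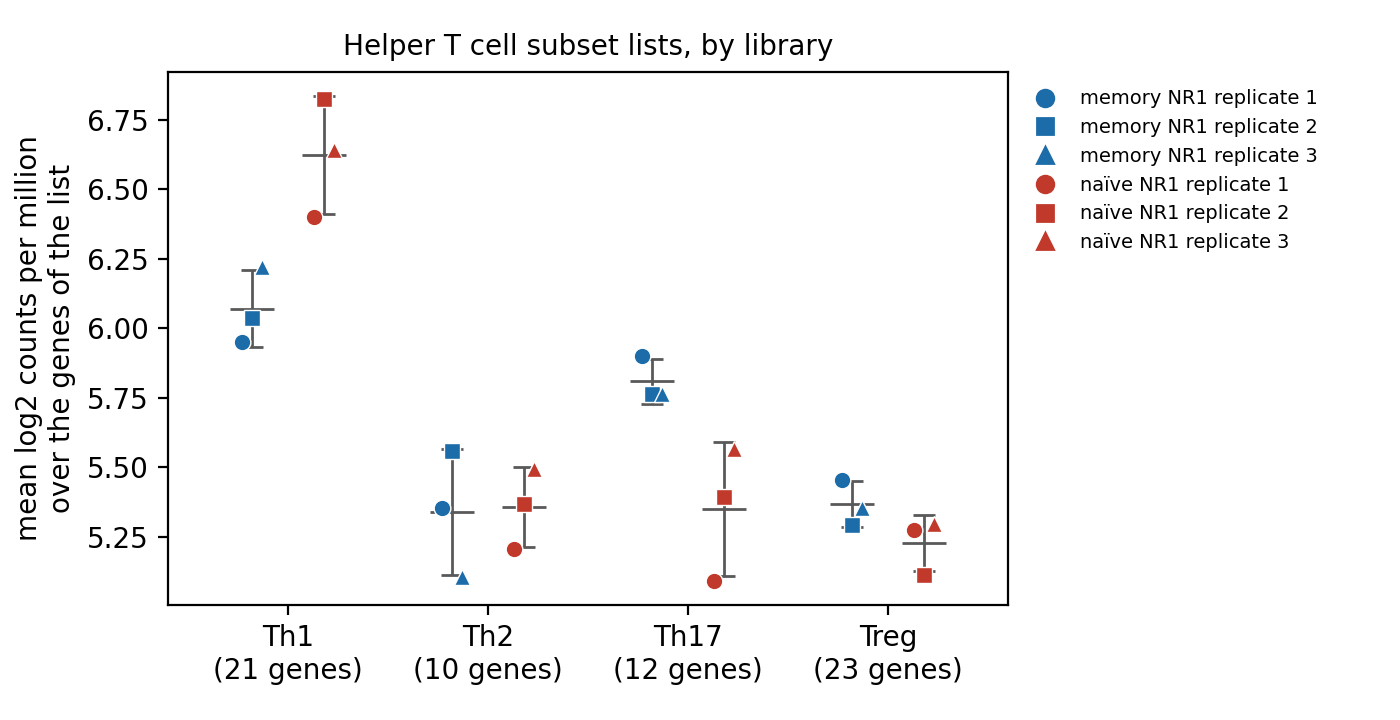
Mean log2 CPM over the tested genes of the Th1, Th2, Th17 and Treg lists in each library. Points are libraries, with the marker giving the replicate and the color the population, and bars give the mean ± SD of 3 libraries. Every naïve library lies above every memory library in the Th1 list (lowest naïve 6.40, highest memory 6.22) and below in the Th17 list, and the populations overlap in the other two.

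As single values per library, the list means gave p = 0.1 for Th1 and for Th17, 0.2 for Treg and 0.9 for Th2 in exact two-sided permutation tests, where 0.1 is the smallest p possible. The paper's path to its statement was to count, for each published signature, the genes on either side of the volcano plot and to compare the counts by a chi-square test. From the Th1 counts in Fig. 2A it states that naïve NR1 T cells expressed slightly more Th1 genes, and from Fig. 2B–2D that the other subsets did not differ. A chi-square test of the same form over the genes of the lists gave p = 0.00512 for the Th1 list, 0.509 for Th2, 0.0778 for Th17 and 0.504 for Treg.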

The subtlety of the differences in gene expression we observed may be because both NR1 populations are homogenous T cell populations that contain a pre-arranged T cell receptor. As such, differences in gene expression might have been greater if NR1 cells were compared to endogenous naïve or memory CD4^+^ T cells.

**Fig 1:**
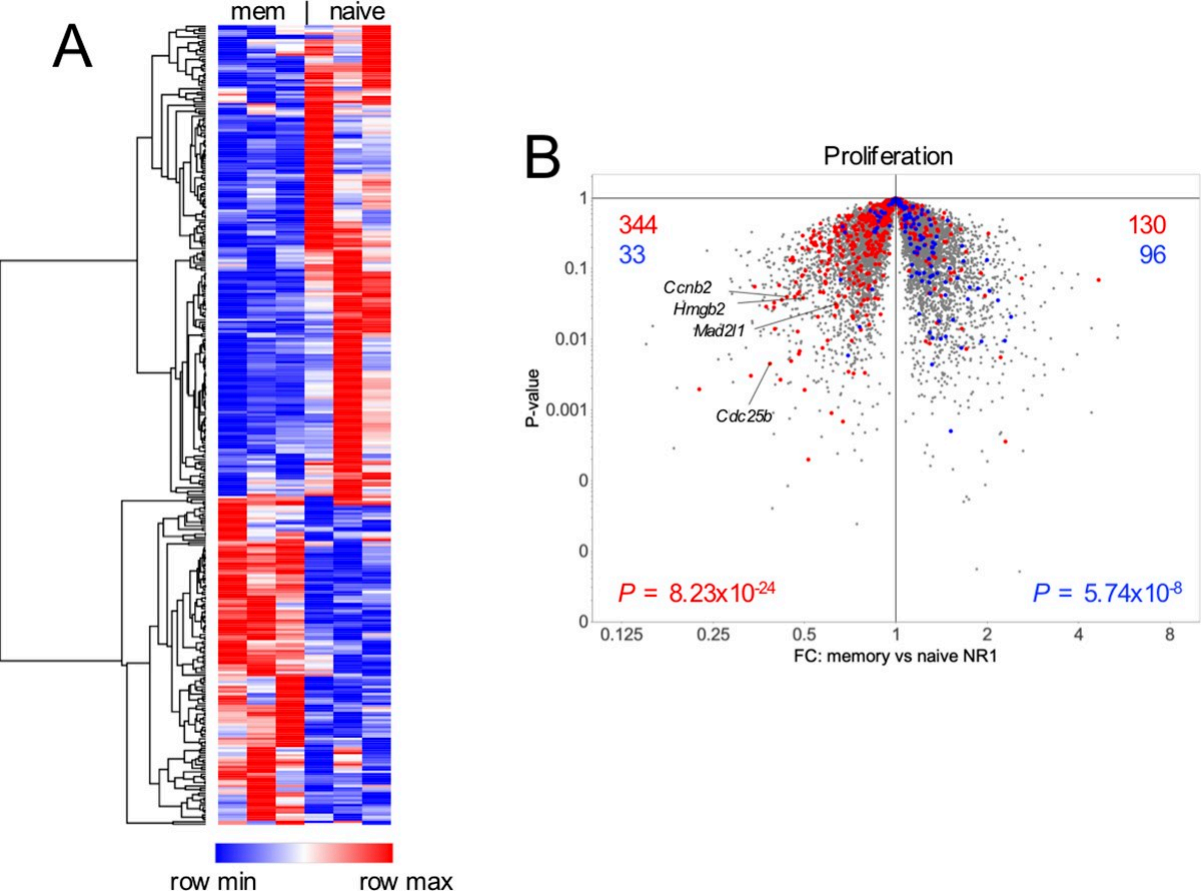
Memory and naïve NR1 T cells have distinct expression profiles. CD90.2^+/+^ mice received 10^6^ CD90.1^+/-^ NR1 T cells one day prior to transcervical infection with 5x10^6^ IFU of *C*. *trachomatis*. Four weeks later, mice received 10^6^ CD90.1^+/+^ NR1 T cells and were subsequently reinfected with 5x10^6^ IFU of *C*. *trachomatis*. Five days post-secondary infection, draining iliac lymph nodes were harvested and equivalent numbers of memory (CD90.1^+/-^) and naïve (CD90.1^+/+^) NR1 T cells were sorted and transcriptomes of the two populations were analyzed by RNA-seq. (A) Heat map of ~350 transcripts twofold differentially expressed. Blue denotes downregulation, red denotes upregulation. (B) Volcano plot of transcriptomes from memory vs naïve NR1 T cells. Genes upregulated in memory T cells are on the right, genes upregulated in naïve T cells are on the left. Proliferation up- (red) or down- (blue) signatures were superimposed from *in vitro*-activated T cells and the total number of genes up- or down-regulated are shown in red or blue, respectively [21]. FC, fold change. Data were analyzed using χ^2^ test and are representative of three technical replicates each pooled from six mice across two independent experiments.

**Fig 2:**
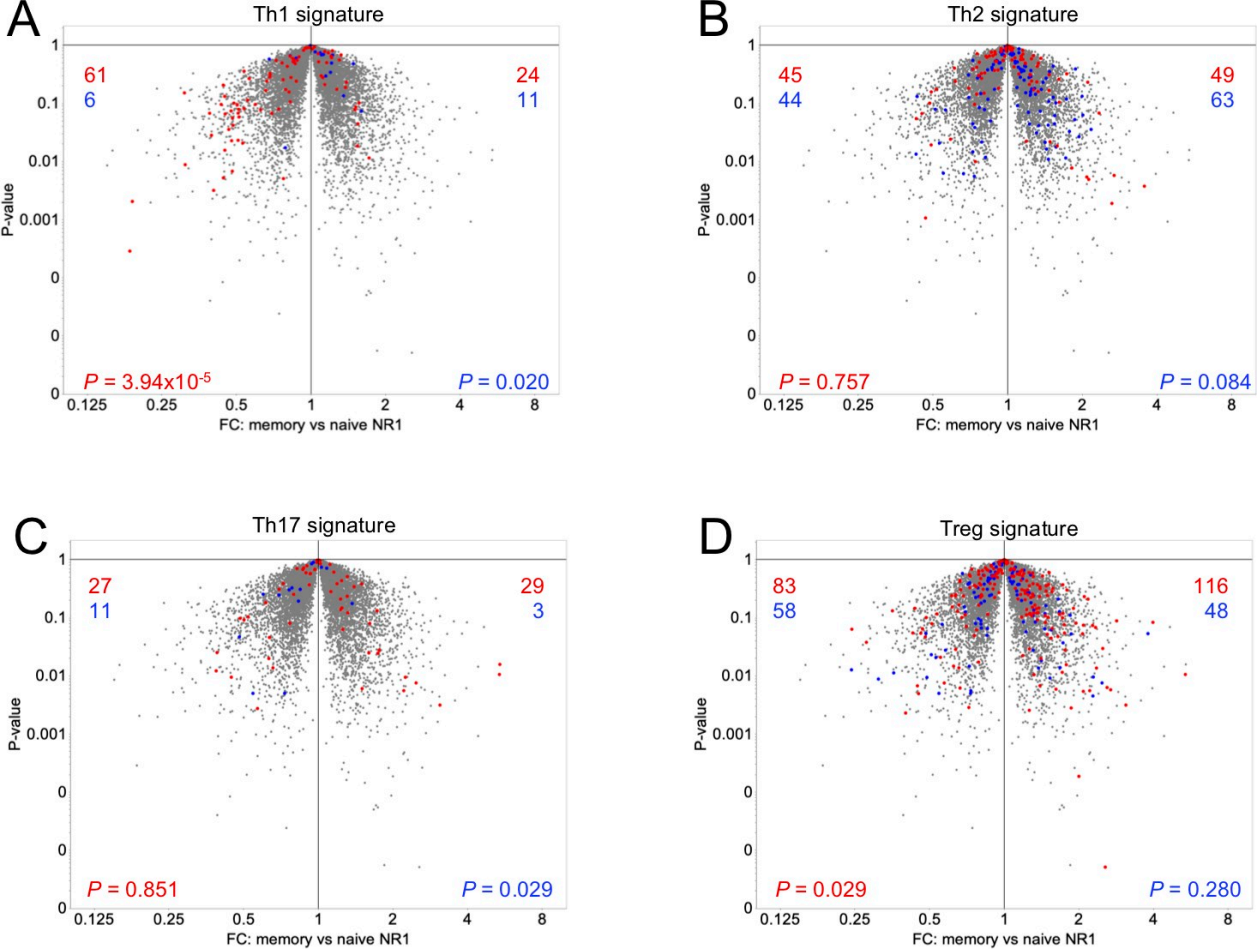
Memory and naïve NR1 T cells exhibit similar T cell signatures. Volcano plots of RNA-seq data comparing genes expressed in memory (right) vs naïve (left) NR1 T cells were superimposed with signatures from (A) *in vitro* Th1 T cells (up–red, down–blue), (B) *in vitro* Th2 T cells (up–red, down–blue), (C) *in vitro* Th17 T cells (up–red, down–blue), and (D) regulatory T cells (Tregs, up–red, down–blue) [21, 22]. FC, fold change. Data were analyzed using χ^2^ test and are representative of three technical replicates each pooled from six mice across two independent experiments.

### Memory NR1 T cells home to the genital tract and are activated faster than naïve NR1 T cells

We next sought to compare the abundance of the two different NR1 T cell populations in the genital tract and draining lymph nodes. Using a similar approach as described previously, we transferred GFP^+^ NR1 T cells into mice prior to infection and allowed them to rest for four weeks to establish a memory population. We then transferred RFP^+^ NR1 T cells into mice prior to secondary infection to compare memory (GFP^+^) and naïve (RFP^+^) NR1 T cells by flow cytometry. We observed significantly more memory NR1 T cells (GFP^+^) compared to naïve NR1 T cells (RFP^+^) in the genital tract (Fig 3A). In the lymph nodes, there were more naïve NR1 T cells than memory NR1 T cells (Fig 3B). Given that naïve NR1 T cells are more proliferative than memory NR1 T cells, the increased number of naïve NR1 T cells in the lymph node was consistent with our RNA-seq data. We did find that lymph node memory NR1 T cells were significantly more activated, as measured by CD44^+^ CD62L^-^ expression (Fig 3C). Our data suggest that following secondary infection, memory NR1 T cells are able to respond to antigen faster than naïve NR1 T cells, as they are more activated and traffic to the genital tract faster than naïve NR1 T cells.

**Fig 3:**
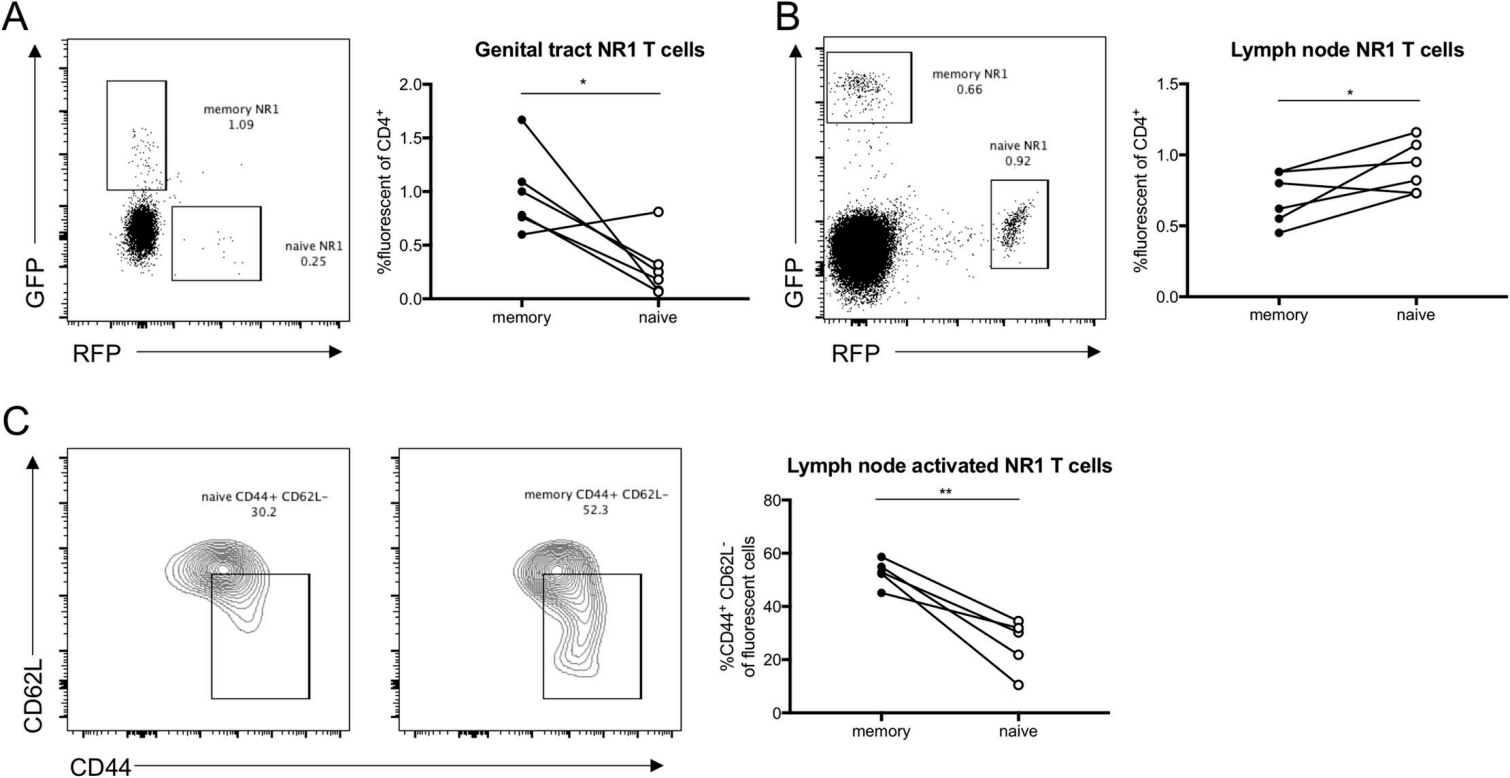
Memory NR1 T cells traffic to the genital tract faster and are more activated than naïve NR1 T cells. Mice received 10^6^ GFP NR1 T cells one day prior to transcervical infection with 5x10^6^ IFU of *C*. *trachomatis*. Four weeks later, mice received 10^6^ RFP NR1 T cells and were subsequently reinfected with 5x10^6^ IFU of *C*. *trachomatis*. Five days post-secondary infection genital tracts were assessed by flow cytometry for (A) NR1 T cells. Draining lymph nodes were also assessed for (B) NR1 T cells and (C) activated NR1 T cells. Data were analyzed using paired *t* test and are representative of at least two independent experiments with five mice each.

We next assessed these populations at different time points to determine the kinetics of the T cell response following secondary infection. We transferred NR1 T cells prior to primary and secondary infection and quantified memory and naïve NR1 T cells at three, five, and seven days post-secondary infection. In the genital tract, we again observed significantly more memory NR1 T cells at day five post-secondary infection. While not significant at days three and seven, there were more memory NR1 T cells at these time points as well (Fig 4A). In the draining lymph node, we again observed trends towards more naïve NR1 T cells at day three and seven (Fig 4B). At all time points, memory NR1 T cells were significantly more activated than naïve NR1 T cells (Fig 4C). Taken together, our data suggest that antigen experienced memory NR1 T cells are activated rapidly and traffic to the genital tract in greater numbers than naïve NR1 T cells following secondary infection.

**Fig 4:**
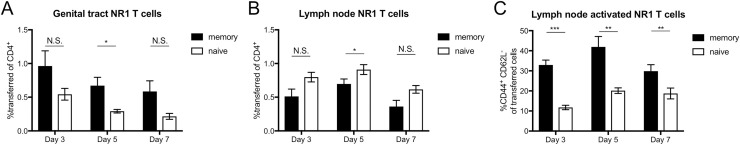
Memory NR1 T cells are more activated than naïve NR1 T cells at multiple time points. Mice received 10^6^ RFP NR1 T cells one day prior to transcervical infection with 5x10^6^ IFU of *C*. *trachomatis*. Four weeks later, mice received 10^6^ GFP NR1 T cells and were subsequently reinfected with 5x10^6^ IFU of *C*. *trachomatis*. Three, five and seven days post-secondary infection genital tracts were assessed by flow cytometry for (A) NR1 T cells. Draining lymph nodes were also assessed for (B) NR1 T cells and (C) activated NR1 T cells. Data were analyzed using paired *t* test and are representative of one experiment with 5 mice per group.

### Memory NR1 T cells do not influence the naïve NR1 T cell population

To ensure that the pre-existing memory NR1 T cell population does not play a role in accumulation and activation of naïve NR1 T cells, we compared naïve NR1 T cell populations in mice that either received both memory and naïve NR1 T cells or only naïve NR1 T cells. In the draining lymph node, there were no differences in total (Fig 5A) or activated (Fig 5B) naïve NR1 T cells in mice that received only naïve NR1 T cells versus those that received both memory and naïve NR1 T cells. Furthermore, there were no differences in total naïve NR1 T cells in the genital tract in mice that received only naïve NR1 T cells or both memory and naïve NR1 T cells (Fig 5C). Together, these data suggest that the pre-existing memory NR1 T cell population does not influence the naïve NR1 T cell population.

**Fig 5:**
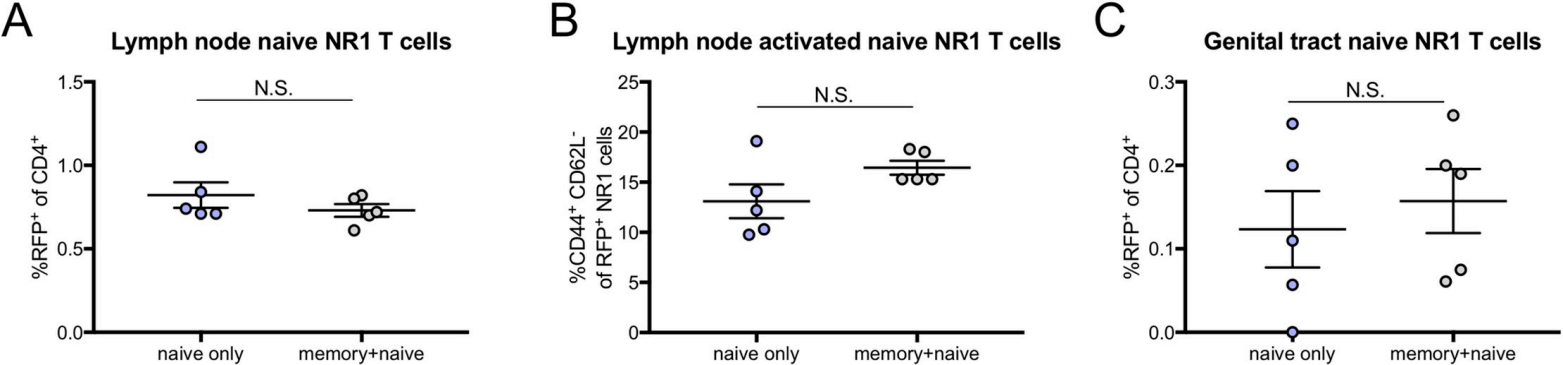
Memory NR1 T cells do not influence the naïve NR1 T cell population. “Naïve” mice were transcervically infected with 5x10^6^ IFU *C*. *trachomatis* and “memory + naïve” mice received 10^6^ GFP NR1 T cells one day prior to infection. Four weeks later, both groups of mice received 10^6^ RFP NR1 T cells and were subsequently reinfected with 5 x 10^6^ IFU *C*. *trachomatis*. Five days post-secondary infection, draining lymph nodes were assessed by flow cytometry for (A) naïve NR1 T cells and (B) activated naïve NR1 T cells. (C) Genital tracts were also assessed for naïve NR1 T cells by flow cytometry. All data were analyzed using unpaired *t* test and are representative of one experiment with five mice per group.

## Discussion

It has been well established that antigen-specific CD4^+^ T cells are necessary and sufficient for clearing *C*. *trachomatis* infection in mice [6, 7, 23] and transgenic NR1 T cells specific for the *C*. *trachomatis* protein Cta1 [17] can be used to track this response. While naïve NR1 T cells can traffic to the genital tract following *C*. *trachomatis* infection [6, 9, 17], memory NR1 T cells are critical for protection against secondary *C*. *trachomatis* infection [24]. Here, we compared differences between naïve and memory antigen-specific NR1 T cells in the same mouse to discover the relative contributions of these two cell types following secondary infection.

Using RNA-seq, we found that lymph node naïve NR1 T cells are more proliferative than memory NR1 T cells, but that memory NR1 T cells are enriched in the genital tract (Figs 1 and 3). This is contrary to several other reports that found memory T cells were more proliferative than naïve T cells because they required less antigen to become activated and expand [25–28]. While we do observe enhanced memory NR1 T cell activation in the lymph node (Fig 3), enhanced naïve NR1 T cell proliferation might depend on the timepoint and anatomical site analyzed. It is possible that by day five post-secondary infection, memory NR1 T cells that remain in the lymph node are simply the remnants of an expanded population that is now found in the genital tract. If we conducted RNA-seq analysis at an earlier time point in the lymph node, perhaps more consistent with memory NR1 proliferation, or sorted memory and naïve NR1 T cell populations from the genital tract, it is possible that memory NR1 T cells would exhibit more proliferative characteristics. Similarly, we could assess Ki67 expression (a marker associated with cell cycle entry and cellular proliferation) in the genital tract at different time points to determine if genital tract memory T cells are more proliferative than naïve T cells.

It is also important to note that the memory NR1 T cells we observed in the genital tract by flow cytometry could be tissue resident memory T cells (Trms) rather than cells that had expanded in the lymph node during secondary infection. Tissue resident memory T cells differ from other memory T cells as they remain in peripheral tissues even after infection has been cleared and do not recirculate through the lymphatic tissue [29, 30]. It has been shown that Trms can form following *C*. *trachomatis* infection, and protection against secondary infection can be partially attributed to these cells [24]. As such, it is possible that the memory T cell population we observe in the genital tract could be Trms rather than memory NR1 T cells that have trafficked to the genital tract from the draining lymph node. Determining the identity of the memory NR1 T cells in the genital tract will be the topic of future studies and will help elucidate further differences between memory and naïve NR1 T cells.

While there are many questions still to be answered, our work does highlight broad differences in memory and naïve antigen-specific CD4^+^ T cells during secondary *C*. *trachomatis* infection in mice. The data presented here can be used as a platform for many future studies, including investigating the mechanism of antigen-specific memory CD4^+^ T cell mediated protection against *C*. *trachomatis*, characterizing differences between naïve and memory antigen-specific CD8^+^ T cells, or even broadly comparing both antigen-specific CD4^+^ and CD8^+^ T cells. This work will help build a better understanding of how T cells mediate protection against *C*. *trachomatis* and further the ultimate goal of developing an effective T cell vaccine against *C*. *trachomatis*.

## Conclusions

There are two major limitations to this study. First, RNA-seq revealed distinct transcriptional profiles between memory and naïve NR1 T cells following *C*. *trachomatis* infection. While RNA-seq is certainly a valuable tool for identifying differences in cell populations, validation experiments are necessary to confirm these findings. We were able to identify enhanced naïve NR1 T cells in the lymph nodes of mice, suggesting that naïve NR1 T cells do proliferate more than memory NR1 T cells. However, testing of cell proliferation through dye incorporation or proliferation markers is necessary to confirm these findings. Furthermore, transcription factor staining of memory and naïve NR1 T cells is necessary to confirm the T cell subsets we observed through RNA-seq. Second, while we strove to detect differences in naïve and memory NR1 T cells following *C*. *trachomatis* infection, our naïve T cell population can actually be more accurately described as early effector CD4^+^ T cells, as this population has encountered antigen and begun to proliferate. Our terminology of naïve and memory reflects the status of these T cells at the point of secondary infection, but to more accurately identify differences in these two populations, we will need to conduct further experiments comparing memory NR1 T cells to naïve NR1 T cells in mice that have not received secondary infection. These experiments are the topic of future studies, and our work here provides a comprehensive foundation in studying two distinct populations of antigen specific CD4^+^ T cells in a mouse model of *C*. *trachomatis* infection.

## Materials and methods

### Growth and isolation of bacteria

*Chlamydia trachomatis* serovar L2 (434/Bu; ATCC) was propagated in McCoy cells as previously described [18, 31]. Aliquots of purified elementary bodies were stored at -80°C in medium containing 250 mM sucrose, 10 mM sodium phosphate and 5 mM L-glutamic acid (SPG buffer) and thawed immediately prior to use.

### Mice

Six- to eight-week old female C57BL/6 mice, C57BL/6-Tg(CAG-EGFP)1Osb/J (β-actin GFP), and B6.Cg-Tg(CAG-mRFP1)1F1Hadj/J (β-actin RFP) were purchased from The Jackson Laboratory (Bar Harbor, ME). DPE-GFP mice were described as previously [32]. TCR transgenic OT-II mice that recognize OVA_323-339_ were purchased from The Jackson Laboratory and backcrossed onto the CD45.1 background (by Dr. U. von Andrian). NR1 mice (CD90.1^+/+^ or CD90.1^+/-^ background) that recognize the *C*. *trachomatis* antigen Cta1_133-152_ have been described previously [17]. To generate GFP NR1 or RFP NR1 mice, GFP or RFP and NR1 mice were crossed and assessed by flow cytometry for GFP or RFP expression. All mice were housed in the Harvard Medical School Center for Animal Resources and Comparative Medicine in specific pathogen free conditions in standard ventilated cages (Techniplast), with a cycle of 14 hours light/10 hours dark. All experiments were approved by Harvard’s Institutional Animal Care and Use Committee. All mice were sacrificed using carbon dioxide followed by cervical dislocation according to AVMA guidelines for the euthanasia of animals.

### T cell adoptive transfers and infection of mice

Mice were treated with 2.5 mg medroxyprogesterone subcutaneously one week prior to infection. CD4^+^ T cells were isolated from secondary lymphoid organs of transgenic mice and recipient mice were injected with 10^6^ naïve T cells intravenously one day prior to infection. Mice were infected transcervically with 5x10^6^ inclusion forming units (IFU) of *C*. *trachomatis* in 10 μl SPG buffer using an NSET pipet tip (ParaTechs, Lexington, KY) as described previously [6]. Mice were then treated with another round of 2.5 mg medroxyprogesterone three weeks following primary infection. Six days later, 10^6^ naïve transgenic T cells were transferred intravenously into recipient mice and mice were infected transcervically the following day. At three, five or seven days post-secondary infection, mice were sacrificed and the upper genital tract (uterine horns and ovaries) and iliac lymph nodes were harvested. For all experiments except RNA sequencing, 5 mice per group were used. For RNA sequencing, 6 mice were pooled for each of 3 technical replicates. Mice were monitored weekly to identify any animals in undue stress or pain that needed to be euthanized immediately, as determined by ruffled fur and limited movement. However, no mice in this study needed to be euthanized early as there were no animals exhibiting undue stress or pain. Time points were chosen to maximize the numbers of T cells in the genital tract and draining lymph nodes following secondary *C*. *trachomatis* infection.

### Preparation of tissue

Single-cell suspensions of secondary lymphoid organs were prepared by grinding the tissue between frosted microscope slides. Uteri were minced with scalpels and enzymatically dissociated in HBSS/Ca2^+^/Mg2^+^ containing 1 mg/ml type XI collagenase and 50 Kunitz/ml DNase for 30 min at 37˚C, washed in Ca2^+^/Mg2^+^-free PBS containing 5 mM EDTA, and then ground between frosted microscope slides prior to filtration through a 70-μm mesh.

### Flow cytometry

All antibodies were purchased from BioLegend and were used at a dilution of 1:400 except where noted. Cells were stained with surface and activation markers along with anti-FcRγ (Bio X Cell, 1:100 dilution) following isolation. Cells were incubated with fluorochrome conjugated antibodies against mouse CD3 (clone 17A2, 1:100 dilution), CD4 (clone GK1.5) or CD4 (clone RM4-5; Invitrogen), CD90.1 (OX-7), CD90.2 (clone 53–2.1), CD8 (clone 53–6.7), CD44 (clone 1M7), CD62L (clone Mel-14) and a live/dead fixable aqua dead cell stain kit to exclude dead cells (1:100 dilution, Invitrogen). Data were collected on an LSR II (BD Biosciences) and analyzed using FlowJo (Tree Star, Ashland, OR).

### RNA sequencing and transcriptome analysis

Cells were sorted and processed according to the Immgen protocol for ultra-low-input RNA-seq analysis as described previously [33, 34]. Briefly, iliac lymph nodes from six individual mice were pooled per biological replicate. RNA sequencing was conducted on biological triplicates of equal numbers (no more than 10^3^ cells) of memory and naïve NR1 T cells that were double-sorted by FACSAria into 5 μl TCL buffer (Qiagen) containing 1% 2-Mercaptoethanol (Sigma). Smart-Seq2 library preparation and sequencing were completed as described previously [33, 35]. Transcript quantification was performed using the Broad Technology Labs computational pipeline with Cuffquant version 2.2.1 [36]. Reads were further filtered by minimal expression in Multiplot Studio and analyzed using Multiplot Studio (GenePattern, Broad Institute). GSEA was performed using GSEA 4.0.1 and the gene sets database Hallmark version 7.0. A heatmap showing differentially expressed genes was generated using Morpheus software (Broad Institute). The sequencing data are available in the Gene Expression Omnibus under data repository accession no. GSE146265.

### Statistical analysis

Volcano plot enrichment *P* values were determined using χ^2^ test in Microsoft Excel. Statistical analysis for flow cytometry data was performed using Prism (GraphPad). Differences were considered statistically significant if the *P* value was less than 0.05. *P < 0.05, **P < 0.01, *** *P* < 0.001; ****P < 0.0001. Except where noted, data are represented as mean ± SEM.

## Supporting information

S1 File The ARRIVE guidelines 2.0: Author checklist. (PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

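RNA was sequenced from memory and naïve NR1 T cells sorted from draining iliac lymph nodes 5 days after secondary infection, with 3 libraries of each population. The values analysed, as deposited by the authors, are whole-number counts per gene symbol with 1 column per library. The counts were made by the authors with Cuffquant in the Broad Technology Labs pipeline, and no normalization had been applied to them before they were deposited. The paper's methods name no aligner, genome build or annotation. The paper then applied a minimal expression filter and compared the populations in Multiplot Studio, ran GSEA with Hallmark sets, and tested the genes of signatures on each side of its volcano plots with a chi-square test. The level of that filter is not given in the paper's text, and the Hallmark sets and the signatures were not used here. The flow cytometry of the paper was not analysed here.

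The table held 52997 gene symbols, all naming a gene, and no column was left out. Library totals ran from 1889563 to 4291550 counts, so a single count stood for 0.233 to 0.529 CPM, and a count of 0 allowed up to 0.699 to 1.59 CPM when 3 counts are taken as the limit. Pairs of libraries of the same population were checked for duplication. Their counts differed by at least 4.48 times the chi-square expected from counting error per degree of freedom, so no library repeats another.

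Genes were filtered with edgeR's filterByExpr at a minimum count of 10, which left 10875 genes, and were normalized by TMM. Differences were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with population as the only term, since the paper's methods name no pairing of libraries. The exact permutation tests are unpaired as well. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The coefficient of variation between replicates beyond counting error was 0.199. Log2 fold changes are memory over naïve, so negative values are higher in naïve cells. CPM are given as mean ± SD of 3 libraries. Exact permutation tests on library values were two-sided, and with 3 libraries against 3 their smallest p is 0.1.

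Lists of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01 between genes. Camera is competitive and asks whether the genes of a list shift more than other genes. Fry, from the same package, asks whether they shift at all and takes their correlation from the data. For the paper's comparisons there were 6 lists, adjusted as a family. The S phase and G2/M lists came with Seurat 5.3.0 in their human form and were matched to mouse symbols, and the Th1, Th2, Th17 and Treg lists were written by hand. A further 11 lists covered signals outside the paper's RNA-seq comparisons. Some were of T cell states: follicular helper T cells (Tfh), resting or central memory, T cell receptor activation, interferon response and immediate early genes. The rest were of B cells, macrophages or dendritic cells, CD8 T or NK cells, erythroid cells, lymph node stroma and the Y chromosome. Of these signals, the paper measured T cell activation by flow cytometry. The 11 lists were adjusted as a second family. Mouse Reactome sets came with fgsea 1.28.0, and the 584 sets with 15 to 500 tested genes were used. An identifier in these sets' numbering was found for 93.0% of tested genes.

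Genes were named by a rule: every gene the paper names or measures, the regulators of the subsets, *Xist* and the Y chromosome genes, and in each direction the 5 genes with the smallest p among those at least 2-fold apart whose memory and naïve values do not overlap. Some genes that the rule covers are not reported here. Other genes named in the text were chosen after their values were seen. The lists, the rule, the tests and the alternatives for the paper's comparisons were set before the data were examined.

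The alternatives were normalization by RLE or upper quartile, DESeq2 1.42.0 or limma-voom in place of edgeR, no filter on low counts, a filter at a mean of 10 CPM, the replicate number as a block, omission of each library in turn, and for the lists camera with an estimated correlation and fry. The count of genes at least 2-fold apart was also made from the ratio of population means of CPM, and the G2/M list was also tested without *Ccnb2* and *Hmgb2*. Results were compared with those of the other ways of dividing the 6 libraries into 3 and 3, which make 10 divisions in all. Depth was tested by thinning every library to 1889563 counts. Trends with GC content and transcript length were removed with transcripts of GENCODE vM21, and neighbours of genes were taken from GRCm38.p6. No coordinates are given, because the build behind the counts is not stated.

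The tests were tested on simulated data with the design of these libraries, 10600 genes of which 190 were changed. The edgeR test called 157 genes, 16 of them unchanged. It recovered 57.7% of the genes changed 2-fold and 88.4% of those changed 4-fold, with 0 in the wrong direction. DESeq2 called 164 and limma-voom 151. A list of 40 genes lowered by 0.5 on the log2 scale was found by camera and by fry. Of 100 lists of unchanged genes, camera gave an unadjusted p under 0.05 to 0 and fry to 4. The simulated genes vary independently, so this does not test lists whose genes vary together.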

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

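The alternatives for the 11 lists of signals outside the paper's comparisons, and the tests of genes shared between lists, of CD8 T or NK cell transcripts and of that list by library at equal totals, of receptor segments and of the translation set over other divisions of the libraries, were chosen after the results were seen. Of these lists 8 had enough genes to be tested, and 6 passed an adjusted p of 0.05 with camera, against 2 with fry. In 1 of the 10 ways of dividing the libraries, the real one, the number was as large. Since 10 divisions can never give a share under 0.1, this count alone cannot exclude chance.

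The first 3 results are lists of genes higher in memory than in naïve NR1 T cells. The paper reports by flow cytometry that memory NR1 T cells were more activated, but names none of these lists among its RNA-seq results. The Tfh list, with 13 of 16 genes tested and 4 genes shared with other lists, had a mean log2 fold change of 0.52 and 12 genes higher in memory cells (adjusted p = 9.9e-06). *Cxcr5* had 78.9 ± 19.1 CPM (SD, n = 3) in memory and 40.2 ± 14.2 CPM (SD, n = 3) in naïve cells, and *Icos* 325 ± 20.9 and 191 ± 34.2. The T cell receptor activation list (15 of 17 genes tested, 5 shared with other lists) had a mean of 0.37 and 11 genes higher in memory cells (adjusted p = 2.2e-04). The interferon response list (25 of 25 genes tested, 1 shared) had a mean of 0.24 and 19 genes higher in memory cells (adjusted p = 0.00183). None of the 3 passed with fry (adjusted p = 0.118, 0.132 and 0.320) or with an estimated correlation (0.154, 0.191 and 0.409). When a replicate was left out, the mean of the Tfh list ran from 0.35 to 0.65 and that of the T cell receptor activation list from 0.24 (without memory replicate 3, with 9 of 15 genes higher in memory cells) to 0.54, all past the threshold. Without memory replicate 2 the mean of the interferon list was 0.07, with 13 of 25 genes higher in memory cells. Without memory replicate 3 it was 0.39. The interferon list did not pass without memory replicate 2 (adjusted p = 0.188, range over all alternatives 5.1e-07 to 0.409). As single values per library, the Tfh list was higher in every memory library (exact permutation test, p = 0.1), while the T cell receptor activation list (p = 0.2) and the interferon list (p = 0.4) overlapped.

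Technical explanations were tested next. With every library thinned to 1889563 counts the means were 0.53 for Tfh, 0.38 for T cell receptor activation and 0.27 for interferon response, each still past the threshold, which argues against library size. With the trend on GC content and transcript length removed, a trend that explained 1.61% of the variance in log2 fold change, they were 0.54, 0.37 and 0.25, all past the threshold as well. For the Tfh list, endogenous T cells sorted along with memory cells would bring other receptor segments, but the chains went opposite ways. The share of Trbv counts outside the main segment was no higher in memory libraries (memory minus naïve, −0.319 percentage points, within the SD of 0.33 in memory libraries), while that of Trav counts was 2.08 points higher. This explanation stays open for the Tfh list. A candidate explanation is that memory cells were further along toward a follicular helper or recently stimulated state than naïve cells, but this hypothesis was found and tested on the same libraries. Genes that vary together between libraries for another reason stay open, given the results with fry.

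The next 3 results are lists of genes of other cell types that were higher in naïve libraries. The B cell list had 17 of 18 genes tested, 3 of them shared with another list, a mean log2 fold change of −1.15 and 16 genes higher in naïve cells (adjusted p = 5.4e-18, fry 0.0900, estimated correlation 0.112). The macrophage or dendritic cell list (9 of 19 genes tested, 3 shared) had a mean of −1.30 with all 9 genes higher in naïve cells (adjusted p = 1.6e-10, fry 0.0140, estimated correlation 0.0207). The CD8 T or NK cell list (6 of 11 genes tested, 1 shared) had a mean of −0.93 with 5 genes higher in naïve cells (adjusted p = 0.00183, fry 0.00637, estimated correlation 0.112). In each list every naïve library was above every memory library (exact permutation test, p = 0.1, the smallest possible).

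At equal library totals the means were −1.19 for B cells, −1.13 for macrophages or dendritic cells and −0.63 for CD8 T or NK cells. The B cell list stayed past the threshold with all 17 genes, and the macrophage or dendritic cell list with 6 of its 9 genes still tested. The CD8 T or NK cell list did not (adjusted p = 0.0554) with 4 of its 6 genes still tested, which had a mean of −0.71 before thinning. By library at equal totals, its 6 genes had a mean log2 CPM of 4.04 ± 0.09 (SD, n = 3) in memory and 4.75 ± 0.10 (SD, n = 3) in naïve libraries, and the lowest naïve library was 0.50 above the highest memory library. This argues against library size as the whole cause, though part of the mean was lost with thinning. With GC content and transcript length removed the means were −1.17, −1.32 and −0.90, all past the threshold. B cells sorted along with naïve T cells were tested with a second list of 18 B cell genes, written before its values were seen. Its 16 tested genes had a mean of −0.82, with 15 higher in naïve cells (camera p = 3.6e-05, fry 0.150, estimated correlation 0.179). This is consistent with more B cell RNA in the naïve libraries, though fry and the estimated correlation leave it open. Among B cell genes higher in naïve libraries, *Cd74* stood at 107 CPM in memory and 291 CPM in naïve libraries. The values were 111 and 248 for *H2-Ab1*, 36.1 and 79.3 for *Igkc*, and 30.3 and 87.0 for *Ighd*. *Ighm*, more abundant than these genes, was level at 550 and 535 CPM. Its SD of 122 in naïve libraries would hide a small share of B cells.

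Genes shared with the B cell list do not account for the macrophage or dendritic cell list, whose 6 tested genes outside it had a mean of −1.36 (camera with its preset correlation, p = 6.8e-06). Its largest change was in *Itgax*, with 1.74 ± 0.88 CPM (SD, n = 3) in memory and 12.4 ± 8.71 CPM (SD, n = 3) in naïve libraries. Myeloid cells in the sort and expression by the T cells themselves were not tested and stay open. CD8 T cells or NK cells sorted along would bring their abundant transcripts, but *Cd8a*, *Ncr1*, *Tyrobp* and *Fcer1g* reached at most 4.07 CPM in any naïve library, where *Gzma* had at least 77.1 CPM. All 4 had higher means in naïve than in memory libraries (*Cd8a* 1.15 against 0.227 CPM, *Ncr1* 0.828 against 0.0778, *Fcer1g* 1.40 against 1.21 and *Tyrobp* 3.29 against 1.21), though the libraries overlapped for all but *Tyrobp*. *Cd8b1*, another gene of the list, had 63.9 ± 6.89 CPM (SD, n = 3) in memory and 59.1 ± 7.67 CPM (SD, n = 3) in naïve libraries, so it was present in both populations and did not differ. These levels argue against such cells as the main source of the CD8 T or NK cell list, and a small share of them is not excluded. Expression of cytotoxic genes by naïve NR1 T cells after activation remains an untested hypothesis.

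The last result is a Reactome set, which the paper does not report. Eukaryotic Translation Elongation, which holds ribosomal protein genes, had the smallest p of the 584 sets. Its mean log2 fold change was 0.25, with 80 of 85 genes higher in memory cells (adjusted p = 9.8e-17). Mean log2 CPM of the set was higher in every memory library than in every naïve library (exact permutation test, p = 0.1), while 0 of its genes passed an adjusted p of 0.05 in edgeR's test, 8 in DESeq2 and 3 in limma-voom. In edgeR 48 of them had an unadjusted p under 0.05. With fry its adjusted p was 0.211. The mean was 0.24 at equal library totals and 0.23 with GC content and transcript length removed, which argues against both as the whole cause. The p of this set was smallest in the real division, 1 of 10, a count that alone cannot exclude chance. The number of Reactome sets past the threshold, 32, was matched or exceeded in 4 of the 10 divisions (up to 71 sets), the real one included, so chance cannot be excluded for that number. RNA quality, which was not measured here, and a difference in growth between the populations both stay open.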

How the results depend on the processing

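Only the alternatives for the lists outside the paper's comparisons were chosen after the data were seen. The pseudocounts set in advance applied to normalized values and were not run on counts.

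The number of genes past an adjusted p of 0.05 (204) was 201 with RLE, 203 with upper quartile normalization, 212 with limma-voom and 206 at a mean of 10 CPM. It rose to 332 with DESeq2 and 364 with no filter, where 34013 genes were tested. The cause was not tested. Without single replicates it ran from 68 (memory replicate 1) to 297 (naïve replicate 1), with fewer libraries in each fit. It was 77 without memory replicate 2, 80 without memory replicate 3, 99 without naïve replicate 2 and 132 without naïve replicate 3. All 204 genes kept their direction under every alternative that tested them, of which the 10 CPM filter tested 191. The labels number the replicates alike in both populations, but libraries of the same number were hardly more alike than others (correlations of 0.107, 0.0298 and 0.0540 against a mean of −0.0316 for different numbers). A fit with a replicate block called 309 genes, the 204 included, and changed the direction or the call of none of the 6 lists. Among named genes it changed the call of *Tbx21*, which passed (adjusted p = 0.00544). Both populations were transferred into the same mice, and the paper pooled 6 mice for each replicate. A pool could thus have given a library of each population. The correlations above rest on 3 libraries in each population and cannot exclude pairing. The paper does not say whether memory and naïve libraries of the same number came from the same mice. If they did, the G2/M list was higher in the naïve library in 3 of 3 pairs, where 0.25 is the smallest two-sided exact p possible.

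The number at least 2-fold apart (545) was 15942 with no filter, because genes of few counts enter, and 220 at a mean of 10 CPM, because fewer genes are tested. It was 312 from the ratio of population means and 701 (without memory replicate 1) to 819 (without naïve replicate 3) when a replicate was left out. The excess toward naïve cells (315 against 230) reversed without naïve replicate 2 (359 against 376) and nearly vanished without naïve replicate 1 (390 against 384). The other alternatives gave 549 to 618. With an unadjusted p under 0.05 as well (408), no filter gave 978 and the 10 CPM filter 218. Leaving out replicates gave 366 to 516.

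Values for lists are adjusted p-values. The direction of a list is that of its test, which for Th2 could differ in sign from the mean log2 fold change. All 6 kept this direction and their side of the threshold under RLE, upper quartile normalization, DESeq2, no filter and the 10 CPM filter. Under limma-voom all but Th2 did. The mean of the Th2 list was −0.03 as first tested, 0.02 with no filter, 0.04 at the 10 CPM filter and −0.07 with limma-voom. With the estimated correlation between genes, no longer past were S phase (0.728), G2/M (0.309), Th1 (0.107), Th17 (0.229) and Treg (0.107). With fry these were S phase (0.662), G2/M (0.342), Th1 (0.0558) and Th17 (0.132). Without *Ccnb2* and *Hmgb2* the G2/M list had 1.9e-10. When a replicate was left out, S phase ran from 0.00124 (without naïve replicate 3) to 0.851 (without memory replicate 1) and reversed without naïve replicate 2 (0.433, mean log2 fold change 0.09). G2/M stayed past, with means of −0.86 to −0.22, as did Th1 (−0.69 to −0.46) and Treg (0.08 to 0.20). Th17 ran from 6.9e-05 (without naïve replicate 3) to 0.105 (without naïve replicate 1). Th2, never past, reversed with limma-voom (0.871) and without memory replicate 1 (0.997), memory replicate 2 (0.484) and naïve replicate 1 (0.317). The causes were not tested.

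Among 23 named genes, 275 of 298 values under alternatives kept direction and call, 11 lost the call (*Ccnb2*, *Hmgb2*, *Xist*) and 9 gained it (*Mad2l1*, *Mki67*, *Cd4*, *Tbx21*). The log2 fold change near 0 reversed for *Cd44* (0.0070 with upper quartile normalization, −0.095 to 0.059 when a replicate was left out, positive without memory replicate 1 and naïve replicate 2). Of the other lists, resting or central memory reversed without naïve replicate 2 (0.918) and passed without naïve replicate 1 (0.0102), and immediate early genes, between 0.403 and 0.912 when a replicate was left out, reversed without memory replicate 2 (0.912).

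Depth limits genes of few counts. With every library thinned to 1889563 counts, 10138 genes were tested and 178 passed, 156 of them among the 204.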

Differences from the paper's values

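None of the settings compared in this part was chosen after the values were seen. The paper reports 350 genes at least 2-fold apart, and the count here was 545 among genes that passed the filter on low counts. Of the alternatives set before the data were examined, the ratio of population means of CPM, over genes with a mean of at least 10 CPM in either population, gave 312, within 1.5 times the paper's number. The others did not come within it. They gave 549 with RLE, 550 with upper quartile normalization, 561 with DESeq2, 618 with limma-voom, 15942 with no filter, 220 at a mean of 10 CPM, 575 with the replicate number as a block, and 701 to 819 when a replicate was left out. Under another criterion, an unadjusted p under 0.05 beside the 2-fold change, the count was 408.

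The paper's text states that Th17 and Treg transcripts did not differ. With the marker lists used here, which are shorter than and different from the paper's signatures, both were higher in memory cells, Th17 with a mean log2 fold change of 0.48 (adjusted p = 8.97e-04) and Treg with 0.16 (adjusted p = 0.00725). Neither passed with camera and an estimated correlation (0.229 and 0.107). With fry Th17 did not pass (0.132) and Treg did (0.0487), and without naïve replicate 1 Th17 did not pass (0.105). The chi-square test over genes, the form of test in the paper, gave p = 0.0778 for Th17 and 0.504 for Treg. Fig. 2D itself shows more genes of its Treg-up signature on the memory side than on the naïve side, and the p it prints for that signature is under 0.05. For Th2 no difference was found here either (adjusted p = 0.834), and the Th1 list was higher in naïve cells (mean log2 fold change −0.58), the direction the paper gives.

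The paper names *Mad2l1* among proliferation transcripts that it calls significantly higher in naïve cells. The test it states for that figure is a chi-square test over the genes of a signature, an unlike measure. Its text gives no p for *Mad2l1* alone. Here its log2 fold change was −0.69, in the paper's direction, with an unadjusted p of 0.00252 and an adjusted p of 0.0917 over all genes tested. It passed 0.05 with DESeq2 (0.0386), with no filter (0.0401), without naïve replicate 1 (0.0386, range over all alternatives 0.0386 to 0.344) and adjusted over the 4 named genes alone. The other genes the paper names passed over all genes, *Ccnb2* (−1.29), *Hmgb2* (−1.05) and *Cdc25b* (−1.39).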

Other observations

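The tests of the Treg list, of the segment around *Thy1* and of *Gm33858* described here were chosen after the results were seen.

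How often other divisions of the libraries gave as much was counted over the 10 ways of dividing the 6 libraries into 3 and 3. The number of genes past an adjusted p of 0.05 (204, against 0 in each other division in edgeR, where 282 to 704 genes had an unadjusted p under 0.05 against 1414), the number at least 2-fold apart (545, next 344) and the number that also had an unadjusted p under 0.05 (408, next 192) were each reached in 1 division, the real one. The Th1, Th17 and Treg lists were each as far from 0 in 1 division only. The share can never fall under 0.1, so these counts alone cannot exclude chance, whatever the size of the difference.

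For the cell cycle lists other divisions did as well or better. The G2/M list (adjusted p = 4.2e-12) was matched or exceeded in 5 of the 10 divisions and the S phase list in 8, so chance cannot be excluded for either. The Th2 list was matched in 8. The smallest p of the G2/M list arose when memory replicates 1 and 2 and naïve replicate 1 were set against the rest. Mean log2 CPM of the G2/M list was 5.22 in naïve replicate 1, 6.53 in naïve replicate 2 and 5.83 in naïve replicate 3, so the naïve libraries differed among themselves by more than the populations did on average (5.86 against 5.35). *Top2a* had 110 CPM in naïve replicate 1 and 306 CPM in naïve replicate 2, against 126 to 215 CPM in memory libraries. That gene was chosen after its values were seen. Naïve replicate 1 also had the smallest total, 1889563 counts, and the highest mean log2 CPM of the B cell list, 6.24. Its share of mitochondrial counts was 2.34%, against 1.32% to 1.59% in the other libraries. No explanation of the difference between naïve replicates was tested.

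The Treg list was higher in memory cells with a mean log2 fold change of 0.16. More regulatory T cells among the memory cells is a hypothesis tested with *Foxp3*, *Il2ra*, *Ikzf2* and *Ikzf4* as a set, which had a mean of 0.08 (camera with its preset correlation, p = 0.590). A set of 4 genes that go both ways decides nothing, so this stays open. A second hypothesis is that the list shifts through genes that activated and follicular helper T cells also express. Without the 4 such genes the 19 left had a mean of 0.08 (camera with its preset correlation, p = 0.123), and 10 of the 19 were higher in memory cells. Of the list's 5 genes past an adjusted p of 0.05, 3 are among the 19 left, so this hypothesis stays open too.

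Naïve cells were homozygous and memory cells heterozygous for CD90.1, so a strain segment around *Thy1* on chromosome 9 could carry expression differences of its own. Of 93 tested genes within 10 Mb of *Thy1* in GRCm38.p6, 11 (11.8%) had an unadjusted p under 0.05, against 1341 of 10024 genes elsewhere (13.4%). The odds ratio was 0.869 (95% CI 0.416 to 1.64, Fisher's exact test, two-sided, p = 0.761), so no excess was found near *Thy1*, though the interval allows some. With 93 genes, the window could not have held most of the differences whatever the test gave. Effects of the segment on genes elsewhere cannot be seen this way. In 7 of the 10 divisions of the libraries this test gave a p as small. *Thy1* itself had a log2 fold change of 0.18 (standard error 0.14, adjusted p = 0.649).

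*Gm33858*, annotated on the other strand of *Cx3cr1*, was among the genes most changed. Whether a fixed share of *Cx3cr1* reads was counted on it was tested by the ratio of the counts of both genes. Memory libraries held 5 counts of *Gm33858* and 55 of *Cx3cr1*, naïve libraries 204 and 282 (Fisher's exact test, p = 6.8e-08, which covers counting error only and takes each read as a separate molecule). By library, the ratio of *Gm33858* to *Cx3cr1* counts was 0 to 0.200 in memory and 0.527 to 0.826 in naïve libraries (exact two-sided permutation test, p = 0.1, the smallest possible). The separation by library argues against a fixed share. *Cx3cr1*, chosen after its values were seen, had a log2 fold change of −2.63 (adjusted p = 0.00348), so the locus was higher in naïve cells by either gene. The sources do not say whether counting used the strand. A share that varies between libraries was not tested, so *Gm33858* may not be separate from *Cx3cr1* in these counts.

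Transcripts of the receptor chains were also counted. *Trbv13-1* held 98.0% to 98.8% of Trbv counts in the 6 libraries and *Trav14n-3* held 86.3% to 90.2% of Trav counts. Other Trbv segments made up 1.57 ± 0.33% (SD, n = 3) in memory and 1.89 ± 0.08% (SD, n = 3) in naïve libraries, and other Trav segments 13.1 ± 0.52% and 11.1 ± 1.12%.

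Y chromosome genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had 0 counts in all 6 libraries, which allows up to 0.699 to 1.59 CPM by library. *Xist* had 764 ± 47.5 CPM (SD, n = 3) in memory and 559 ± 52.5 CPM (SD, n = 3) in naïve libraries (log2 fold change 0.45, adjusted p = 0.0417), a call that did not hold without memory replicate 1 (adjusted p = 0.158), 2 (0.119) or 3 (0.207), or without naïve replicate 2 (0.129) or 3 (0.153), with a range over all alternatives of 0.00487 to 0.207. *Cd44* (log2 fold change −0.02, adjusted p = 0.968) and *Cd4* (0.37, adjusted p = 0.122) did not pass. *Cd44* changed sign with upper quartile normalization (0.01), and *Cd4* passed without naïve replicate 1 (adjusted p = 0.0204, range over all alternatives 0.0204 to 0.398).

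Of the lists outside the paper's comparisons, resting or central memory (14 genes, mean log2 fold change 0.05, adjusted p = 0.216) and immediate early genes (9 genes, −0.06, adjusted p = 0.930) did not pass. The resting memory genes went both ways, with *Ccr7* (0.51) and *Tcf7* (0.49) higher in memory and *S1pr1* (−0.83) higher in naïve cells, genes chosen after their values were seen. No erythroid or Y chromosome gene had enough counts to be tested, and of the stroma list *Pecam1* alone did (0.29, adjusted p = 0.241).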
